A study of Homo sapiens with 4 samples.

How the data were processed

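RNA sequencing tables of 4 libraries of SH-SY5Y cells were analysed, 2 from untreated cells (control) and 2 from cells treated with sodium nitroprusside (SNP). Groups were taken from the sample titles and descriptions. The replicate letters a and b come from the sample titles, which are also the source of the pairing of control a with SNP a and control b with SNP b; the labels do not say that a letter marks a shared experiment. Per the labels, RNA was extracted with a phenol-based reagent and sequenced with 75 bp reads at 40 M reads per sample; the labels state no aligner, counter, genome build or annotation, and no step that selected oxidized RNA.

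Each library had a table of genes with an identifier, a class, and columns of values. The expression column deposited by the authors holds whole-number read counts per gene with no normalization. The TPM column deposited by the authors is scaled to 1000000 per library, per the file headers and the column sums. The RPKM column deposited by the authors is scaled per kilobase and by sequencing depth, per the file headers, and its read total is larger than the sum of the counts. The tests used the counts; the TPM values were used for the check of their sum, and the RPKM values for the read total they imply, taken as the median over genes with more than 50 counts.

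Of 58243 gene identifiers, 57980 were found in GENCODE 29, whose annotation is of GRCh38; between 89.9% and 90.0% of the counted genes in each library had a length, implied by count and RPKM, equal to the exon length in GENCODE 29. Positions, exon overlaps, lengths and base composition were therefore taken from that release. Base composition is the share of each base over all annotated transcripts of a gene, and for separate regions that of the longest coding transcript. Of the genes tested, 99.8% had a length and a GC value. Exon overlaps were counted on either strand, since the use of strand in the authors' counting is not stated.

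Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and SNP was compared with control by the quasi-likelihood test with all 4 libraries and no covariate; p-values were adjusted by the Benjamini-Hochberg method and 0.05 was the threshold. TMM factors lay between 0.989 and 1.01. Standard errors were derived from the log2 fold change and the F statistic. Gene lists were tested with limma 3.58.1 by camera (inter-gene correlation 0.01) on log2 CPM, two-sided, with adjustment over the 9 lists; 1 of these lists is not reported here. The summed counts per library, between 5613144 and 8056550, set the precision of each value; a floor of 3 counts was used for the smallest share a library can show.

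The groups, the tests, the 9 gene lists, the alternatives and the rule for naming genes were chosen before the data were examined. The rule named NAT8L; then the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value under 0.05, both SNP values on one side of both control values and a mean of at least 5 CPM; then up to 2 genes per list; and the N-acetylaspartate genes one by one. Naming list members was foreseen for lists that passed the test. Any other gene is named as chosen after its values were seen.

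The alternatives were no filter beyond a count above 0, a filter at a mean of 50 counts, the size factors of DESeq2 within edgeR, total counts without TMM, scaling without the 20 most abundant genes, the Wald test of DESeq2 1.42.0, limma-voom, the replicate letter as a block, offsets on gene length and GC content with and without that block, fry in place of camera, thresholds of 0.01 and of an absolute log2 fold change of 1, and leaving out each library in turn. The offsets were per-library lowess curves (span 0.5, 3 iterations). A further 3 alternatives were chosen after the data were examined: the read totals implied by RPKM without TMM, only genes without exonic overlap, and offsets on length, GC and guanine-over-cytosine content.

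The scripts were tested on simulated counts drawn from the means and library sizes of the real genes. Of 200 genes changed by a log2 fold change of 1, 197 passed the filter among 14716 genes tested, 76.6% of these were called, 4.43% of the calls fell on unchanged genes, and the median estimate of the raised genes was 0.99. With no change simulated, 0 genes were called. A simulated length trend gave 2237 calls without and 7 with offsets, and a simulated trend on guanine-over-cytosine content gave 379 without and 1 with offsets. With the latter trend and the 200 changed genes together, 82.2% of the changed genes were called and 8.47% of the calls fell on unchanged genes. The simulated guanine-over-cytosine trend was weaker per percentage point than the trend in the data. Its 379 calls therefore do not measure what the real trend contributes, and removal of a trend that steep was not simulated.

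Relations with base composition were Spearman correlations across genes with at least 4 CPM, and partial correlations of ranks with linear and squared terms of the variables held constant; 14 such relations were computed. They carry no p-value, since genes are not independent replicates. Figures were drawn with matplotlib 3.10.9.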

Results

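The RNA of SH-SY5Y cells, an established human neuroblastoma line used as a model of neurons, was profiled by RNA sequencing in 4 libraries. The control group comprised 2 libraries of untreated cells, and the other group comprised 2 libraries of cells given sodium nitroprusside (SNP), a compound that releases nitric oxide, for 8 h. The labels name the RNA of the SNP group as oxidized and do not give the dose that was sequenced. Within each group the libraries carry the letters a and b. The labelled read length was 75 bp and the labelled depth 40 M reads per sample. Each table listed 58243 genes. The summed gene counts were 6538701 in control a, 5613144 in control b, 8056550 in SNP a and 7648309 in SNP b. A count above 0 was present for 19566, 19313, 20582 and 20789 genes, in the same order. The smallest share that 3 counts can show lay between 0.372 CPM (counts per 1000000 counts) in SNP a and 0.535 CPM in control b; this floor covers counting error only.

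The deposited RPKM values were scaled to a larger total than the sum of the counts. The read total implied by RPKM was 49.7 ± 1.35 M reads in control libraries and 61.3 ± 0.962 M reads in SNP libraries (mean ± SD, n = 2 each). The gene counts amounted to 12.2 ± 0.986% of that total in control libraries and 12.8 ± 0.672% in SNP libraries (SD, n = 2 each), a difference smaller than the spread between replicates. The 20 most abundant genes held 8.39 ± 0.347% of the counts in control and 7.42 ± 0.214% in SNP libraries (SD, n = 2 each).

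The replicates of a group were closer to each other than to the libraries of the other group. Pearson correlations of log2 CPM across genes were 0.982 between the control replicates and 0.984 between the SNP replicates, against 0.958 to 0.963 for the pairs that joined a control and an SNP library. The first principal component held 64.1% of the variance and separated SNP from control. Replicates differed by more than sampling noise. The chi-square per degree of freedom was 3.002 between the control libraries and 5.03 between the SNP libraries. This measure covers counting noise only, so it cannot tell separate cultures from separate preparations of the same RNA. Each library was counted as a separate sample, following the sample titles. The labels give no sequencing or preparation batch, and a batch that coincided with the groups could not be told apart from them.

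The series title names NAT8L, the gene for the enzyme that makes N-acetylaspartate, and the comparison of SNP with control libraries asks whether its transcript level differed after exposure to SNP. NAT8L (ENSG00000185818; chromosome 4, 2059512 to 2069089, plus strand, GRCh38 positions from GENCODE 29) has 3 merged exons that span 5871 bases and overlap no exon of another gene. It was counted 146 times in control a, 120 times in control b, 301 times in SNP a and 338 times in SNP b. The normalised levels were 21.9 ± 0.856 CPM in control and 40.9 ± 4.20 CPM in SNP libraries (SD, n = 2 each). Its log2 fold change was 0.90 (SE 0.156), with an adjusted p-value of 2.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. With the replicate letter as a block the log2 fold change was 0.89 and the adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 3.3e-05. The a-minus-b differences of the groups had a correlation of 0.050 across genes, so same-lettered libraries hardly deviated together. NAT8L ranked at percentile 95.4 of the log2 fold changes of all genes tested. The alternative that moved it most was a correction for gene length, GC content and guanine-over-cytosine content, under which the log2 fold change was 0.54 and the adjusted p-value of edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.0119; over all 13 alternatives this adjusted p-value ranged from 5.1e-06 to 0.0119.

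**Figure D1:**
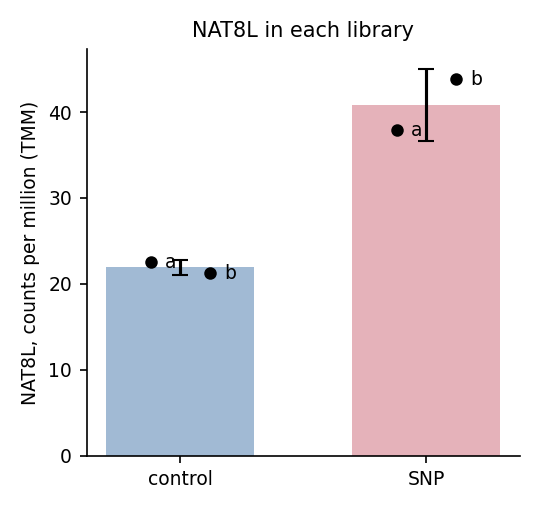
NAT8L level in CPM (TMM-scaled, vertical axis) in control and SNP libraries; bars show the group mean, error bars the SD (n = 2 each), and points the libraries a and b. Both SNP libraries, at 37.9 and 43.8 CPM, lie above both control libraries, at 22.5 and 21.3 CPM.

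Across the transcriptome, 14759 genes passed the expression filter, and 3861 of them (26.2%) differed between SNP and control libraries at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 2002 were higher and 1859 lower in SNP. An absolute log2 fold change of at least 1 was reached by 647 of them, 400 higher and 247 lower. The biological coefficient of variation was 0.0869. With the replicate letter as a block, 4487 genes differed, 2314 higher and 2173 lower, and 3860 genes differed in both fits. The correlation of same-lettered deviations was 0.050, so the block had little shared deviation to remove. The larger count, and smaller p-values where the block gave them, therefore add no further support. In 99.9% of the genes called, both SNP values lay on one side of both control values, which follows largely from how genes are called. Such separation held for 64.0% of all genes tested, where chance gives 33.3%. Among the alternatives that kept all 14759 genes and the threshold, DESeq2's Wald test moved the count most, to 2377. The offsets on length, GC and guanine-over-cytosine content gave 2929 genes, of which 1958 were among the 3861. Of the 7241 tested genes whose exons overlap no other gene, 2018 differed; 1925 of the 3861 were among the 7241, and 1920 of them were called again.

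**Figure D2:**
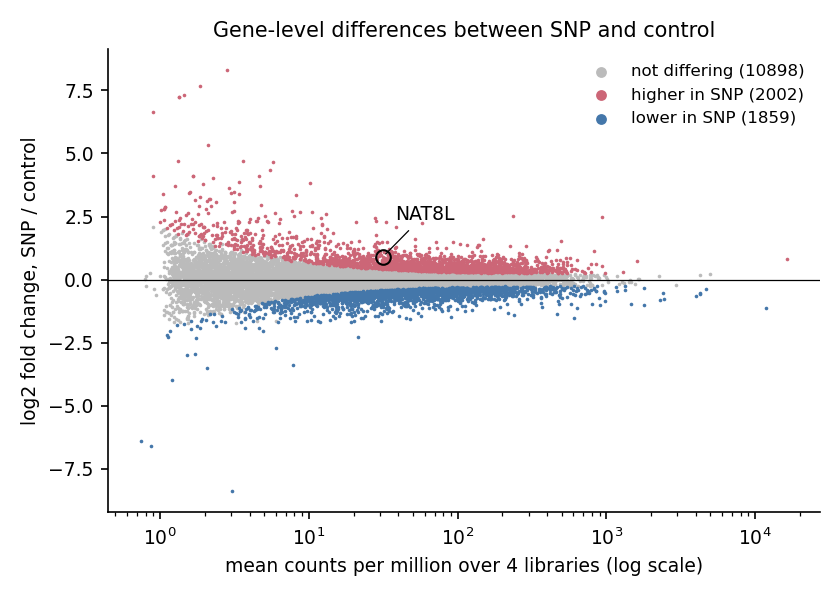
Log2 fold change of SNP over control (vertical axis) against mean CPM over the 4 libraries (horizontal axis, log scale); each point is 1 of 14759 genes, coloured by the call at an adjusted p-value under 0.05. There are 2002 genes higher and 1859 lower in SNP, and NAT8L is circled at a log2 fold change of 0.90.

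Among genes with a mean of at least 5 CPM, the largest rises were in NEB, FSCN2, GRIN2C, DNAAF4-CCPG1 and AC105052.1. NEB (ENSG00000183091, chromosome 2, 151485336 to 151734487, minus strand) had 2 and 3 counts in the control libraries and 96 and 76 in the SNP libraries. The SNP mean was 22.04-fold the floor of 3 counts in control. This is not a lower bound, since control counts of 2 and 3 carry counting error. The estimated log2 fold change was 4.67 (SE 0.459). FSCN2 (ENSG00000186765; chromosome 17, 81528396 to 81537130, plus strand) had 4 and 2 counts in control, at about the floor of 3 counts, and 69 and 95 in SNP libraries; its estimated log2 fold change of 4.36 rests on those few control counts. GRIN2C (ENSG00000161509; chromosome 17, 74842023 to 74861504, minus strand), which encodes a glutamate receptor subunit, rose from 1.32 ± 0.103 to 19.1 ± 3.65 CPM, a log2 fold change of 3.83 (SD, n = 2 per group throughout). The adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 4.2e-07 for NEB, 1.1e-06 for FSCN2 and 4.1e-08 for GRIN2C, and with the replicate block they were 1.5e-09, 5.8e-09 and 1.6e-11. DNAAF4-CCPG1 and AC105052.1 had log2 fold changes of 3.37 and 2.71, but their control replicates were far apart, at 0 and 17 counts and at 25 and 0 counts. The first is a readthrough gene that shares 3405 exonic bases with CCPG1, and the second shares 2595 exonic bases with RASA4. NEB shares 166 of its 30567 exonic bases with RIF1, which had 19432 counts in all. The division of reads between the genes of each such pair is therefore uncertain.

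The largest falls were in TMEM189-UBE2V1, AL662899.2, Z83844.1, HIST1H2BM and HIST1H2AJ, with log2 fold changes of -3.40, -2.71, -2.27, -1.67 and -1.67. TMEM189-UBE2V1 (ENSG00000124208; chromosome 20, 50081124 to 50153637, minus strand), a readthrough gene, had 102 and 72 counts in the control and 12 and 9 in the SNP libraries. It shares 2066 exonic bases with UBE2V1. AL662899.2 and Z83844.1 share 675 and 4116 exonic bases with CSNK2B and TRIOBP, and the SNP replicates were far apart for both, at 25 and 0 counts for AL662899.2 and at 8 and 106 counts for Z83844.1. The histone genes HIST1H2BM (ENSG00000273703; chromosome 6, 27815044 to 27815424, plus strand) and HIST1H2AJ (ENSG00000276368; chromosome 6, 27814354 to 27814740, minus strand) are single-exon members of a family of near-identical copies, between which reads can be split. The adjusted p-values (edgeR quasi-likelihood, Benjamini-Hochberg) were 4.2e-07 for TMEM189-UBE2V1, 3.0e-06 for HIST1H2BM and 6.7e-05 for HIST1H2AJ, and 1.2e-09, 2.7e-08 and 1.4e-06 with the replicate block. DNAAF4-CCPG1, AC105052.1, AL662899.2 and Z83844.1 no longer passed with DESeq2's Wald test, where their Benjamini-Hochberg adjusted p-values were 0.398, 0.515, 0.553 and 0.332; AL662899.2 also failed with the guanine-over-cytosine offsets, where the adjusted p-value of edgeR's test was 0.0530.

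A set of 8 gene lists tested whether stress responses, mitochondrial and ribosomal transcripts, and the N-acetylaspartate genes shifted as groups. Limma's camera test was used, with Benjamini-Hochberg adjustment over 9 lists. Its inter-gene correlation was preset at 0.01, so its p-values treat the genes of a list as nearly independent. They do not measure how far a whole list moves between libraries of one group. The further list in that adjustment is not reported, and the statements below do not rank these 8 lists against it. Heat shock genes were higher, with a median log2 fold change of 0.62 over 17 genes and a camera adjusted p-value (Benjamini-Hochberg) of 9.9e-04. With the replicate block these were 0.62 and 0.0013, beside the pairing correlation of 0.050. The count of single genes past the threshold was 12, of which 11 were higher, and 13 when adjusted over the list alone. The heat shock median moved most with the guanine-over-cytosine offsets, to 0.27. HSPA4L and HSPH1 rose by 1.24 and 1.02 on the log2 scale. Ribosomal protein genes were lower, with a median of -0.45 over 79 genes and an adjusted p-value of 1.6e-07 by camera with Benjamini-Hochberg adjustment (-0.45 and 1.4e-06 with the block). Of these genes, 55 passed, 49 lower and 6 higher, and 59 when adjusted over the list alone. RPLP1 and RPL39 had log2 fold changes of -1.38 and -1.19; ribosomal protein genes have many processed pseudogenes, so their counts carry that uncertainty. Relative to the control mean, the ribosomal median was -0.12 in control a, 0.12 in control b, -0.27 in SNP a and -0.58 in SNP b. The heat shock median was -0.032, 0.032, 0.79 and 0.45 in the same order. With fry in place of camera neither the heat shock nor the ribosomal list passed, at Benjamini-Hochberg adjusted p-values of 0.101 and 0.183.

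The mitochondrial chromosome held 4.71 ± 0.399% of the counts in control and 2.85 ± 0.193% in SNP libraries (SD, n = 2 each), a difference larger than the spread between replicates. The 13 mitochondrial mRNAs had a median log2 fold change of -0.55, with a camera adjusted p-value (Benjamini-Hochberg) of 2.8e-04. With the replicate block the values were -0.55 and 1.1e-04, with the pairing correlation of 0.050. Relative to the control mean, the list median was 0.099 in control a, -0.099 in control b, -0.38 in SNP a and -0.70 in SNP b. Single genes past the threshold numbered 11 when adjusted over all genes tested and 13 over the list alone. MT-CO1 (chromosome M, 5904 to 7445, plus strand) and MT-CO3 (9207 to 9990, plus strand) fell by 1.12 and 1.00 on the log2 scale. MT-ND6 (14149 to 14673), singled out after its value was seen as the 1 mRNA on the minus strand, rose by 0.70 (SE 0.129), with an adjusted p-value of 4.2e-04 from edgeR's quasi-likelihood test (Benjamini-Hochberg). The direction of this list depended on the correction: with the offsets that include guanine-over-cytosine content its median was 0.16, and with fry its Benjamini-Hochberg adjusted p-value was 0.125. The mitochondrial ribosomal RNAs were listed at 0 in every library.

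**Figure D3:**
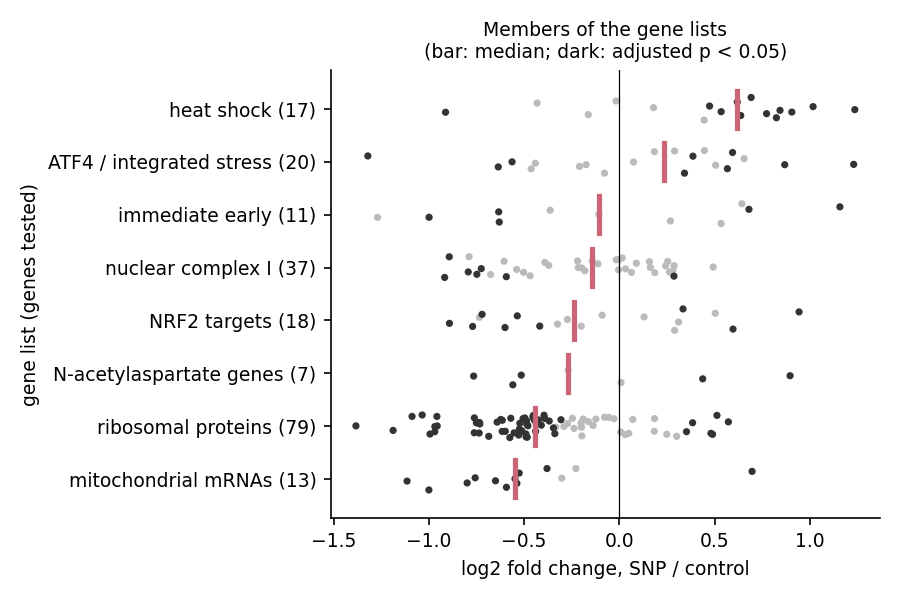
Log2 fold change of SNP over control (horizontal axis) for the genes of the 8 lists (vertical axis, genes tested in parentheses); each point is a gene, dark where its adjusted p-value was under 0.05, and each bar is the median of a list. Among the 8 lists shown, medians run from -0.55 for the mitochondrial mRNAs to 0.62 for the heat shock genes. This range leaves out the tested list that is not reported. The mitochondrial median is 0.16 with the guanine-over-cytosine offsets.

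**Figure D4:**
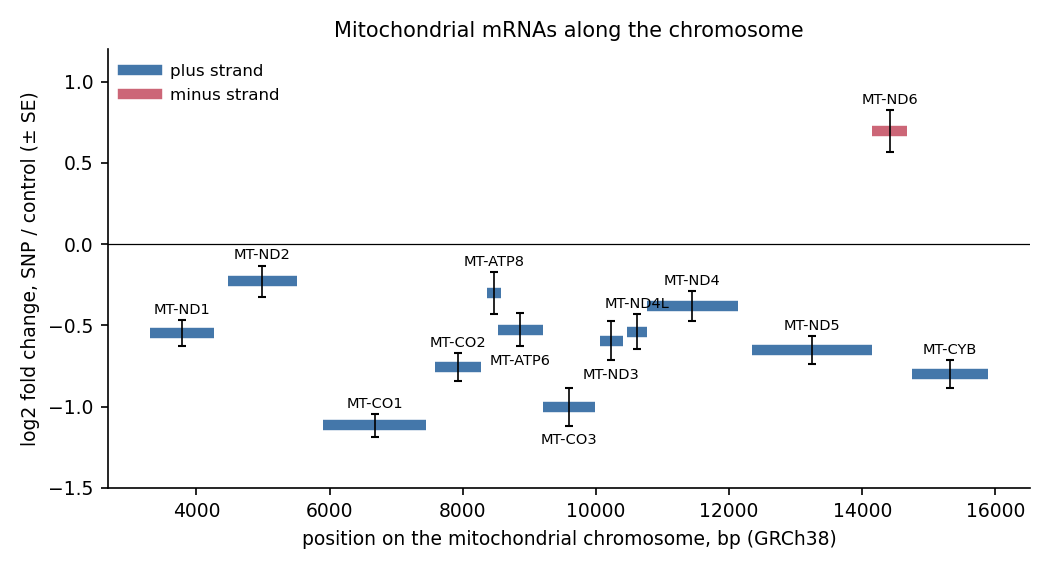
Log2 fold change of SNP over control (vertical axis, error bars ± SE) of the 13 mitochondrial mRNAs at their positions on the mitochondrial chromosome (horizontal axis, bp), coloured by strand. The 12 plus-strand mRNAs lie between -1.12 and -0.23, and MT-ND6 lies at 0.70; with the guanine-over-cytosine offsets MT-ND6 lies at -1.18.

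The other 5 lists did not pass. Median log2 fold changes and camera adjusted p-values (Benjamini-Hochberg) were 0.24 and 0.282 for the ATF4 and integrated stress genes, -0.24 and 0.532 for the NRF2 targets, -0.14 and 0.156 for the nuclear complex I genes, -0.11 and 0.635 for the immediate early genes, and -0.27 and 0.532 for the N-acetylaspartate genes. With the replicate block the camera adjusted p-values were 0.426, 0.426, 0.110, 0.583 and 0.440 in the same order, with a pairing correlation of 0.050. The numbers of single genes past the threshold were 9, 9, 7, 5 and 5 over all genes tested, and 12, 9, 6, 5 and 6 over each list alone. HMOX1, a listed NRF2 target named after its counts were seen, had 4 and 1 counts in control and 10 and 5 in SNP libraries and was too weakly counted to be tested.

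Of the N-acetylaspartate genes besides NAT8L, GOT2 and RIMKLA were lower, with log2 fold changes of -0.77 and -0.56, and NAALAD2 was lower at -0.52. RIMKLB was higher at 0.44. Across the 4 fits that each left out 1 library, GOT2 ranged from -0.79 to -0.74 and RIMKLA from -0.75 to -0.35. In those fits NAALAD2 ranged from -0.74 to -0.32 and RIMKLB from 0.34 to 0.53. The adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 2.2e-05 for GOT2, 0.0050 for RIMKLA, 0.0270 for NAALAD2 and 0.0049 for RIMKLB, and with the replicate block 2.8e-07, 3.6e-04, 0.0098 and 8.6e-04. RIMKLB did not pass with the guanine-over-cytosine offsets, where its log2 fold change was 0.037, and NAALAD2 did not pass with DESeq2's Wald test or with the read totals implied by RPKM. SLC25A12 and SLC25A13 did not pass, with log2 fold changes of 0.0088 and -0.27 and adjusted p-values of 0.981 and 0.0841, or 0.965 and 0.0502 with the replicate block (edgeR quasi-likelihood, Benjamini-Hochberg). SLC25A13 passed with length and GC offsets, at -0.29, with those and the replicate block, at -0.29, and with the guanine-over-cytosine offsets, at -0.39; the adjusted p-values of edgeR's test (Benjamini-Hochberg) were 0.0260, 0.0296 and 0.0059. ASPA, FOLH1 and SLC13A3 had too few counts to be tested.

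The log2 ratio of SNP over control followed the base composition of the transcripts. Across 12718 genes with at least 4 CPM, which are not independent replicates, the Spearman correlation of the log2 ratio with guanine minus cytosine content was 0.545, and 0.525 with gene length and GC content held constant. Between replicates these correlations were -0.043 and 0.027 for control b over a, and -0.357 and -0.190 for SNP b over a. For the 4 pairs that joined a control and an SNP library the correlation with length and GC held constant lay between 0.449 and 0.523. Genes were ordered by guanine minus cytosine content and divided into 10 groups of equal size. The median log2 ratio rose from -0.45 in the group with the least guanine relative to cytosine to 0.40 in the group with the most. Of the 1272 genes in the lowest group, 19 were called higher and 589 lower; of the 1272 in the highest, 589 were higher and 22 lower. The NAT8L transcripts contain 35.1% guanine and 28.8% cytosine, at percentile 97.8 of guanine minus cytosine. The 208 genes within 0.5 percentage points of NAT8L in this measure had a median log2 ratio of 0.46, and NAT8L lay at percentile 89.4 among them.

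**Figure D5:**
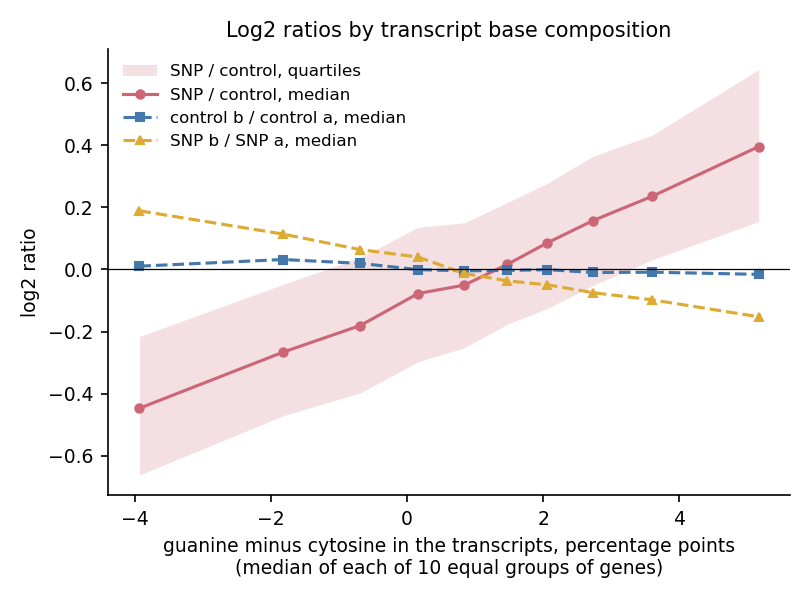
Median log2 ratio (vertical axis) in 10 equal groups of 12718 genes ordered by guanine minus cytosine content of their transcripts (horizontal axis, percentage points); circles and the band show SNP over control with quartiles, squares control b over a, and triangles SNP b over a. The SNP over control median rises from -0.45 to 0.40, the control replicates stay between -0.016 and 0.032, and the SNP replicates run from 0.19 to -0.15.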

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

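The alternatives named in this part as chosen after the data were examined are the read totals implied by RPKM, the genes without exonic overlap, and the offsets that include guanine-over-cytosine content. The 3861 genes that differed, 2002 higher and 1859 lower, became 2377 (1270 and 1107) with DESeq2's Wald test, 2224 (1156 and 1068) at an adjusted p-value under 0.01, 647 (400 and 247) when an absolute log2 fold change of at least 1 was also required, and 2018 (1019 and 999) among genes without exonic overlap. All 2377 genes called by DESeq2 were among the 3861. With the read totals implied by RPKM, 1218 genes were lower, and 63.1% of the calls were higher against 51.9% with TMM, while the median log2 fold change of all genes moved to 0.064. The offsets with guanine-over-cytosine content changed which genes were called more than their number: 2929 were called, and 50.7% of the 3861 were among them, against 86.1% with length and GC offsets alone. Each of the 4 fits that left out one library kept the direction of 3861 genes; since these genes were called for their separation, those fits had little room to change it.

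NAT8L kept its direction and passed the threshold in all 13 alternatives with a test, with log2 fold changes from 0.54 to 1.02, and lay between 0.79 and 1.00 across the 4 fits that left out one library. Fry replaces the test and leaves fold changes as they are, so it could not move the list medians. With fry, the ribosomal, heat shock and mitochondrial lists, with medians of -0.45, 0.62 and -0.55, did not pass. Their adjusted p-values over the 12 alternatives ranged from 5.4e-13 to 0.183, from 1.5e-04 to 0.177 and from 4.1e-05 to 0.367. The heat shock median was 0.47 among genes without exonic overlap, also short of the threshold.

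The nuclear complex I list passed without the filter, at -0.15, and with the guanine-over-cytosine offsets, at -0.17, and reversed to 0.0024 with length and GC offsets; its adjusted p-value ranged from 0.0177 to 0.642. Other reversals were in the N-acetylaspartate list without the filter (0.0049), in the mitochondrial and NRF2 lists with the guanine-over-cytosine offsets (0.16 and 0.00094), and in the immediate early list with length and GC offsets (0.026), with those and the replicate block (0.027), with the guanine-over-cytosine offsets (0.16) and among genes without exonic overlap (0.20). Apart from the mitochondrial list, the lists that reversed had not passed before. Across the 4 fits that each left out 1 library, the ATF4 median ranged from 0.035 to 0.37 and the immediate early median from -0.18 to -0.037. The nuclear complex I median ranged from -0.29 to -0.016, the NRF2 median from -0.24 to -0.095 and the N-acetylaspartate median from -0.37 to -0.17. Ranges were -0.58 to -0.30 for the ribosomal, 0.44 to 0.78 for the heat shock and -0.71 to -0.39 for the mitochondrial list. Each of these medians kept its sign. SLC25A12, which did not pass, reversed to -0.056 with length and GC offsets, -0.050 with the replicate block added and -0.13 with the guanine-over-cytosine offsets, and ranged from -0.14 to 0.18 across the 4 fits that each left out one library. The cause was not tested for these changes, apart from the base composition weighed under the other observations.

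For 32 single genes other than NAT8L, 394 combinations of gene and alternative had a test: 371 kept direction and side of the threshold, 17 no longer passed, 3 newly passed (all for SLC25A13) and 3 reversed. The alternatives on pseudocounts and on transcripts in place of genes were not run, since the tables hold counts per gene. With 2 libraries per group, and 76.6% of genes with a simulated log2 fold change of 1 recovered, a gene not called cannot be taken as unchanged.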

Other observations

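The tests on the sense intronic share, codon usage, adenine-over-thymine content, the replicates' own composition trend, a preparation batch and the unspliced non-coding genes were chosen after the result they bear on was seen; the other tests were fixed before their own values were known. All patterns were found and tested in the same 4 libraries.

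The relation between log2 ratio and guanine-over-cytosine content was the broadest pattern in these data. It came from a test of whether guanine-rich transcripts were enriched in SNP, fixed before that relation was computed, and the partial Spearman correlation across genes was 0.525, where 0.1 had been set as the minimum. The larger of the replicate values was 0.190 in size, short of the value between groups. The margin is smaller before length and GC content are held constant, at -0.357 between the SNP replicates against 0.545 between groups. The SNP replicates also had a Spearman correlation of 0.472 between their log2 ratio and GC content, against 0.192 between the control replicates and -0.237 between groups. With GC content, the SNP libraries thus differed more from each other than the groups did. The relation with guanine-over-cytosine content held at 0.538 among genes without exonic overlap and at 0.631 among genes with a mean of at least 500 counts. This goes against shared reads and against noise of weak genes. Codon usage alone does not account for it: it held at 0.410 in 754 long non-coding genes and at 0.254 for the 3′ untranslated region with the coding sequence held constant. The coding sequence with the 3′ untranslated region held constant had the larger value, 0.450, so a contribution of codon usage is not excluded. Adenine over thymine content, with guanine over cytosine held constant, had a partial correlation of 0.069, so purine content in general does not replace it. In a linear model over 11151 coding genes, relative to uracil and per percentage point, guanine added 0.089 (SE 0.0017), adenine 0.018 (SE 0.0021) and cytosine -0.067 (SE 0.0018) to the log2 ratio, with SEs that treat genes as independent. Guanine is the base most readily oxidized, and one hypothesis is that the SNP libraries were enriched for oxidized, guanine-rich RNA before sequencing, or that SNP exposure altered the stability of such RNA; the negative cytosine term is not something that selection on guanine alone would give. The labels hold 0 batch labels besides the groups, so a difference in library preparation that coincides with the groups may equally be the source and cannot be told apart from either.

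Gene length was weighed first as a general trend. The Spearman correlation of log2 ratio with length was 0.102 between groups, and the largest between replicates was 0.121 in size, so that trend is within what libraries of one group show.

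The rise of NAT8L was weighed against these trends. No exon of another gene overlaps it (0 bases), the log2 fold change was 1.01 with length and GC offsets and 0.96 with the read totals implied by RPKM, and it was 0.54 with the offsets that include guanine-over-cytosine content, with an adjusted p-value of 0.0119 by edgeR's quasi-likelihood test (Benjamini-Hochberg; range over 13 alternatives 5.1e-06 to 0.0119). NAT8L was higher in 2 of 2 SNP libraries than in either control. Part of its rise may therefore belong to the composition trend and part not; a batch that coincides with the groups remains possible for both parts.

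The fall of the ribosomal protein genes kept a median of -0.32 with length and GC offsets and -0.44 with the guanine-over-cytosine offsets, against -0.45 without offsets. The list passed camera's test with both. Adding the guanine-over-cytosine term to the length and GC offsets moved the median away from 0, so that term did not reduce the fall.

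The mitochondrial mRNAs are a harder case. Their median was -0.38 with length and GC offsets and 0.16 with the guanine-over-cytosine offsets. By the criterion set in advance the second value would count as explained by composition, but that correction has little to stand on at their composition, since guanine minus cytosine lies between -27.1 and -13.8 percentage points in the 12 plus-strand mRNAs, where 11 of 14711 nuclear genes lie at or below that upper value. MT-ND6, with 28.6 percentage points more guanine than cytosine, was the 1 mitochondrial mRNA that rose, which is the direction of the trend in nuclear genes. However, 0 nuclear genes tested have as much guanine over cytosine as MT-ND6, and the offsets took it to -1.18. Across the other 12 mRNAs log2 fold change fell as guanine over cytosine rose, with a Spearman correlation of -0.790 (permutation p 0.0033, two-sided, 100000 resamples) and a Pearson correlation of -0.806 (permutation p 0.0013), and these mRNAs come from shared precursors and are not independent. Base composition may contribute to the contrast of MT-ND6 with the rest, but among the rest the relation runs opposite to that of nuclear genes, and no other light-strand transcript could be examined, since mitochondrial transfer RNAs are listed at 0.

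Replication-dependent histone genes, a family noticed among the largest falls, had a median log2 fold change of -1.15 over 61 genes, with 47 lower and 0 higher at an adjusted p-value under 0.05. It was -0.87 with length and GC offsets and -0.78 with the guanine-over-cytosine offsets, and stayed between -1.18 and -0.78 over 13 alternatives. A list of 40 S-phase genes had a median of -0.070 (camera adjusted p-value 0.455, Benjamini-Hochberg over 3 added lists), with 7 genes higher and 7 lower. The list gave no sign of fewer cells in S phase. Transcript levels do not measure DNA synthesis, so a change in S phase is not excluded. The G2 and M list was lower, at -0.37 (camera adjusted p-value 4.5e-05). A change in histone mRNA itself is one hypothesis; a difference between libraries in how RNA without a poly(A) tail was captured may be another source and was not tested.

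MALAT1 and NEAT1, long non-coding RNAs held in the nucleus and chosen after their values were seen, had log2 fold changes of 0.81 and 2.46. XIST moved by 0.19, with an adjusted p-value of 0.0720 without and 0.0059 with the replicate block (edgeR quasi-likelihood, Benjamini-Hochberg), so its call depends on the block. A list of other nuclear long non-coding RNAs, written before their values were seen, had a median of 0.076 over 8 genes tested, so the list as a whole did not shift. Single members did: MIAT and JPX were higher, at 0.93 and 0.36, and TTN-AS1 was lower, at -0.35, with adjusted p-values of 5.1e-06, 0.0093 and 0.0171 (edgeR quasi-likelihood, Benjamini-Hochberg). The share of counts in sense intronic genes was 0.138% in SNP and 0.145% in control libraries; since unspliced non-coding genes were hardly counted, this share cannot settle whether more unspliced nuclear RNA was present, and that explanation remains possible.

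Some classes of genes were listed at 0 almost throughout. Among genes outside the protein-coding class, 0.032% of those without a spliced transcript had a count in any library, against 41.6% of those with one and 51.3% of unspliced protein-coding genes, which is what a counting step that left such genes out would give. Their zeros may therefore be zeros of the counting and cannot be read as absence. Ribosomal, small nuclear and small nucleolar RNA genes were also listed at 0, which loss during library preparation could give as well; this was not tested.

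The 4 libraries can be divided into 2 pairs in 3 ways, and 1 of these 3 splits, the real one, gave as many as 3861 genes. The split that also parts both same-lettered pairs, control b with SNP a against control a with SNP b, gave 0 genes, with 55 at an unadjusted p-value under 0.05. The split of the letter b libraries against the letter a libraries, which parts neither, gave 0 genes and 61 at that level; the real split gave 5548. Both other splits put a control and an SNP library on each side, so the difference between the groups enters their spread within sides and counts near 0 follow from the design. With 3 splits the share also cannot fall under 0.05, so these counts say nothing about chance.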
